A study of Danio rerio with 18 samples.

How the data were processed

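Single-cell RNA was measured in retinal ganglion cells (RGCs, the output neurons of the retina) of Tg(isl2b:tagRFP) zebrafish, sorted by their red fluorescence. Larvae were 5 days old and adults were 4 to 6 months old. Per the labels' protocols, larval retinas were digested with papain for 30 minutes and adult retinas for 45 minutes, live fluorescent cells were sorted, and droplet libraries were made with the Chromium 3' kit. The larval sample came from 200 retinas dissociated in 1 experiment and split over 3 libraries, and the adult sample from about 20 retinas per experiment in 5 experiments split over 15 libraries.

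The authors deposited 1 table per age with a UMI count per gene and cell barcode. Both tables hold raw UMI counts, as the values show: whole numbers from 0 to 3376 in the larval table and to 1368 in the adult table, over 24105 genes named by symbol in capitals. The aligner, the genome build, the annotation and the filters behind the tables are stated neither in the labels nor in the tables. Every barcode had at least 450 detected genes, so a filter on cells had been applied. The start of each barcode names its library. The 15 adult starts match the numbers of the adult labels. The 3 larval starts match no label's number, so the larval libraries are called a, b and c here and carry no replicate number. All barcodes were assigned to a library (0 unmapped).

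All choices in this paragraph and all alternatives not described as added were fixed before the data were examined: the unit of replication, the tests, the gene lists, the marker lists and the rule for named genes. Libraries of 1 dissociation share their fish and their cell suspension, so counts were summed per dissociation experiment. The age comparison therefore set 5 adult experiments against 1 larval experiment, which is assumed to vary as the adult experiments do. Age cannot be separated from the single larval dissociation or from the digestion time. No value of the larva has a replicate error. Values of its 3 libraries are given for barcodes, UMIs, the share of RGC-like cells and the adjusted Rand index. Larval levels of single genes and shares of single factors are given without a range.

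In each library the barcodes with the highest doublet scores (Scrublet in scanpy 1.11.5) were removed, 0.8% of barcodes per 1000 barcodes. Counts were scaled per cell and log-transformed, 2000 variable genes were chosen, and cells of each age were grouped by Leiden clustering (leidenalg 0.10.2) on 40 principal components with 20 neighbours at resolution 1. Clusters of fewer than 20 cells were left unclustered. Clusters were named from 12 lists of marker genes by the share of cells with a UMI of each marker, scaled by the highest share in any cluster of either age. A marker was used where that highest share reached 0.3. A cluster was called mixed where the second best class reached 0.75 of the best score and fewer than 3 of its own markers were among its 10 leading genes. It was left unnamed with fewer than 3 markers detected in a share of 0.2 of its cells, with at least 2 leading genes of another class that outnumbered its own, or at a low UMI count. This naming rule was the third tried and was set after marker genes had been seen, before any comparison of the ages. The first scaled marker shares within each age and left a cluster unnamed where leading genes of another class outnumbered its own, even by 1. It was given up because it left 63.9% of larval cells unnamed. The second, which called a cluster mixed by a fixed score, put 4471 adult cells into the Müller glia class in place of 1277. It gave the same RGC-like cells as the third, so nothing was recomputed with it. Under the third rule 114 larval cells and 4390 adult cells (9.30% of those kept) were in no class. Cells are called RGC-like, amacrine-like and so on because the names rest on these lists alone.

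RGC-like clusters were checked for leading genes that mark another class. Against all other cells, 4 larval clusters with 1611 cells (13.8% of larval RGC-like cells) and 1 adult cluster with 6398 cells (16.8%) had more leading genes of another class than of their own. Against the cells of other classes, a reference chosen after the first count had been seen, this held for 1 of 64 RGC-like clusters, with 24 cells, and 21 of the 64 had an RGC marker among the leading genes. An alternative without the 5 clusters was added.

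Counts of RGC-like cells were summed per experiment and tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test after TMM normalization and its expression filter, with Benjamini-Hochberg adjustment. A log2 fold change is adult over larva. Its standard error was taken as its size over the square root of the F statistic. CPM are counts per 1e6 counts after TMM adjustment. The genes named are, by rule, the 6 higher and the 6 lower in the adult with the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 CPM at the higher age, and every adult experiment on the same side of every larval library. From each of 7 gene lists, up to 6 genes at an adjusted p under 0.05 are named. For a gene over 3 times higher in another class than in RGC-like cells that ratio is given. Lists were tested with camera (limma 3.58.1, preset correlation 0.01), and again with fry and with an estimated correlation. Listed symbols missing from the tables were looked up among older symbols in reference tables of gene names. The lists of ribosomal protein genes, of nuclear oxidative phosphorylation genes and of mitochondrially encoded genes were defined by symbol patterns. Of the other 4 lists SATB1B, DCX, H3F3D, KCNA1B, KCNA2A, JUNA and IER2B were not found, and of the marker lists CX55.5, LCP1, RGRB and HBAE1.1.

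Tested on simulated data with the real means, dispersions and library sizes and 200 genes changed among 14603, the quasi-likelihood test of 5 adult experiments against 1 larval called 21.0% of the changed genes, and 40.0% of those changed 4-fold, with 5 false calls in 47. DESeq2 1.42.0 called 28.5% of them, and 33.7% of its calls were false. With 15 libraries against 3, edgeR called 73.0% and limma-voom 77.5% of the changed genes among 12683. The F test between adult experiments called 68.5% of the changed genes among 11817. Simulated libraries were drawn independently, although real libraries of 1 experiment share a suspension, so the values for libraries may be too high.

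For cluster numbers, RGC-like cells with at least 1000 UMIs were thinned to 1000 UMIs, and 8677 cells per age (80.0% of the larval ones) were drawn 10 times and clustered after each gene had been centred per library. For the correspondence of clusters, gradient-boosted trees (xgboost 3.0.5, 60 rounds, depth 4, up to 200 training cells per cluster) were trained on adult cells over the 675 genes variable at both ages and applied to larval cells, and the adjusted Rand index was computed with 100 shuffles. Shares of cells with a UMI of a transcription factor were computed in thinned cells. Photoreceptor-like cells served as a background class, although the adult ones held some of these factors. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only. A fold against 0 UMIs was set against 3 counts in the whole larval group. Alternatives covered normalization, test, filters, unit of replication, cells, class, depth, clustering and leaving out each experiment or library, and their effect is given in the closing part. Doubt about genes with near-identical copies applies where the counting of shared reads is not stated, as for the HSP70 genes.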

Results

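The study measured gene expression in single RGCs of larval and adult zebrafish. The larval table held 12698 barcodes and 25317556 UMIs, and that of the adult had 48588 barcodes and 123279855 UMIs. The 3 larval libraries held 7829658, 8151193 and 9336705 UMIs in 4152, 3889 and 4657 barcodes. The 15 adult libraries ranged from 3070277 UMIs in 1628 barcodes (library 3) to 12785625 UMIs in 4481 barcodes (library 5). The 5 adult experiments were libraries 1 to 2, 3 to 4, 5 to 8, 9 to 10 and 11 to 15, with 13611492, 8068060, 37726600, 10232790 and 53640913 UMIs. The median RGC-like cell had 1811 UMIs and 989 genes in the larva and 2191 UMIs and 1109 genes in the adult. Cells with fewer than 1000 UMIs made up 6.96% of larval and 14.6% of adult RGC-like cells. The median share of mitochondrially encoded UMIs was 2.57% in larval and 5.95% in adult RGC-like cells.

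The share of RGC-like cells shows how pure the sort was at each age. Of 12265 larval cells kept, 11659 (95.1%, interval 94.7 to 95.4%) were RGC-like, with 95.0, 95.2 and 95.0% in the 3 libraries. Another 353 larval cells were amacrine-like and 139 photoreceptor-like. Of 47208 adult cells kept, 38004 (80.5%, interval 80.1 to 80.9%) were RGC-like. In the adult, 3839 cells were in mixed clusters, 1277 were Müller glia-like, 1251 bipolar-like, 966 amacrine-like, 940 photoreceptor-like, 218 like proliferating progenitors, 82 oligodendrocyte-like and 80 immune-like. No cluster was named for the horizontal, vascular, pigment epithelium or erythrocyte lists. The adult share per experiment was 81.0% ± 9.36 (SD, n = 5), from 68.6% in experiment 3 to 92.7% in experiment 4. It lay 14.0 points below the larval share (adult minus larva -14.0). By an exact two-sided permutation test over the 6 experiments this gave p = 0.333, and 6 splits allow no p under 0.167. The direction rests on how clusters were named. Under the first naming rule, the larval share was 24.2% and the adult mean 67.8%, a difference of 43.6 points the other way.

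**Figure D1:**
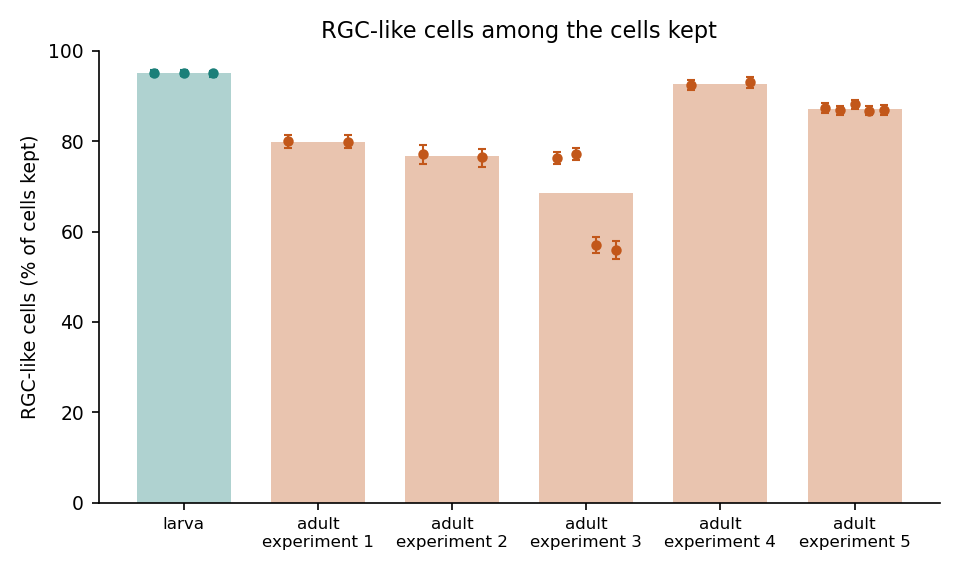
RGC-like cells as a percentage of cells kept, per experiment (bars, pooled over libraries) and per library (points with exact 95% intervals). The larval libraries lie at 95.0 to 95.2%, and within adult experiment 3 libraries 7 and 8 lie at 57.1 and 55.9%, below libraries 5 and 6 at 76.3 and 77.1%.

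The main comparison asks which genes differ between larval and adult RGC-like cells. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3643 of 15170 genes at an adjusted p under 0.05, of which 1429 were higher and 2214 lower in the adult. At an unadjusted p under 0.05 there were 5636 genes. DESeq2 on the same sums called 3941 genes, 1973 higher and 1968 lower, so that 50.1% of its calls were higher in the adult, against 39.2% with edgeR. Without TMM normalization 3088 genes were called, 48.0% of them higher, and the median log2 fold change of all genes lay at 0.18 in place of 0.03. The largest shift came from counting the 15 adult and 3 larval libraries as independent samples, which gave 7884 genes. For 99.8% of called genes all 5 adult experiments lay on one side of all 3 larval libraries. This held for 51.6% of all genes tested. The larval libraries are splits of 1 suspension and count as 1 experiment, for which chance gives 33.3%.

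Among the genes higher in the adult, EEF1A2 had the largest fold change. It had 1 UMI in the larval RGC-like cells and 10503 in the adult ones, a ratio of 2604 per UMI sequenced with a counting interval of 467 to 102846. Its adult level was 120 CPM ± 20.7 (SD, n = 5), with an adjusted p of 7.44e-06 by edgeR's quasi-likelihood test. TIMP4A rose from 0.245 CPM in the larva to 94.9 CPM ± 19.6 (SD, n = 5), a log2 fold change of 8.56 with a standard error of 0.59. COX8B rose from 0.880 to 103 CPM ± 38.7 (log2 6.86, standard error 0.70) and SI:DKEY-33C12.3 from 23.8 to 1031 CPM ± 603 (log2 5.44, standard error 0.85). HSPH1 rose from 2.45 to 84.7 CPM ± 48.8 (log2 5.11, standard error 1.07) and zgc:171497 from 1.66 to 56.2 CPM ± 23.6 (log2 5.07, standard error 0.83). The edgeR adjusted p of these 5 genes ranged from 1.52e-05 for TIMP4A to 0.00677 for HSPH1. HSPH1 was called in 25 of 26 alternatives and not with limma-voom on libraries (adjusted p 0.0692). That setting took the dissociation experiment as a random block, and so allowed for libraries that share a suspension.

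Among the genes lower in the adult, IGF2BP1 fell from 332 CPM in the larva to 0.212 CPM ± 0.161 (SD, n = 5) in the adult, where RGC-like cells held 20 UMIs of it, a log2 fold change of -10.50 with a standard error of 0.37. Its paralog IGF2BP3 fell from 152 to 3.10 CPM ± 0.812 (log2 -5.56, standard error 0.27). CALCA fell from 67.3 to 0.703 CPM ± 0.760 (log2 -6.46, standard error 0.68), EOMESA from 405 to 11.4 CPM ± 2.33 (log2 -5.14, standard error 0.24) and ZNF395A from 456 to 13 CPM ± 4.19 (log2 -5.12, standard error 0.31). RDH10A fell from 159 to 4.97 CPM ± 2.31 (log2 -4.998, standard error 0.38), and adult Müller glia-like cells had 3.82 times the CPM of larval RGC-like cells. The edgeR adjusted p of these genes ranged from 1.79e-07 for IGF2BP1 to 0.000147 for CALCA. CALCA was the first leading gene of larval RGC cluster 40, of 30 cells. RDH10A and EOMESA were the first leading genes of larval RGC cluster 15, of 319 cells. A change in the share of a few RGC clusters stays open for CALCA, RDH10A and EOMESA. All 5 adult experiments lay on the same side of all 3 larval libraries for each of these 12 genes, as the rule for naming them required.

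**Figure D2:**
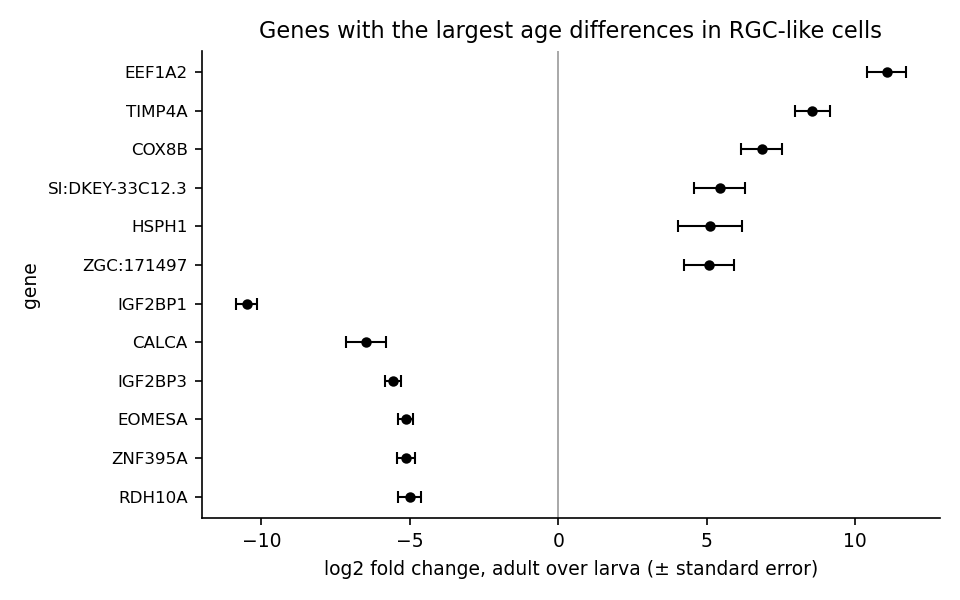
Fitted log2 fold change, adult over larva, with its standard error, for the 6 genes higher and the 6 genes lower in adult RGC-like cells that passed the naming rule. EEF1A2, with 1 larval UMI, has a fitted value of 11.07 that depends on the prior count, and IGF2BP1 has -10.50.

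The 7 gene lists ask whether groups of functionally related genes differ with age. Of 45 RGC transcription factors tested, 27 were called over all genes and 31 when adjusted over the list alone. The median log2 fold change was -1.59, and the camera adjusted p was 1.88e-16. Of 25 developing neuron genes 16 were called, and 18 adjusted over the list alone (median -1.25, camera adjusted p 7.05e-10). Both lists hold SOX4A, SOX11A, SOX11B and ATOH7, so their results are not independent. They also hold genes that served to name RGC clusters. These were 4 in the first (POU4F1, POU4F2, POU4F3 and ISL2B) and 2 in the second (GAP43 and ISLR2). Without these the counts were 24 of 41 and 14 of 23, with medians of -1.59 and -1.14. Of 32 neurofilament, ion channel and synapse genes 15 were called, 13 of them higher in the adult, and 20 adjusted over the list alone (median 0.89, camera adjusted p 4.09e-09). Of 13 mitochondrially encoded genes 10 were called, all higher, and 13 adjusted over the list alone (median 1.66, camera adjusted p 4.01e-07). Of 93 nuclear genes of oxidative phosphorylation 12 were called, all higher, and 10 adjusted over the list alone (median 0.49, camera adjusted p 1.14e-06). Here 2 genes had 0 UMIs at 1 age, and the median with these at their bounds was also 0.49.

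The other lists did not pass. Of 27 immediate-early and heat shock genes 4 were called, and 2 adjusted over the list alone (median 0.47, 19 genes higher, camera adjusted p 0.197 and 0.123 to 0.834 over its alternatives other than leaving out adult experiment 3). Without adult experiment 3 this list passed, with a camera adjusted p of 0.00257 and a median of 0.69. Of 81 ribosomal protein genes 7 were called, and 0 adjusted over the list alone (median -0.09, camera adjusted p 0.404). The sign of that median changed with the setting. It was 0.04 over libraries and close to 0 after thinning. Camera assumes a preset correlation. With an estimated correlation only the lists of transcription factors (adjusted p 0.0108) and of neurofilament, ion channel and synapse genes (0.0195) passed. With fry the oxidative phosphorylation list was lost (0.114) and the other 4 passed.

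**Figure D3:**
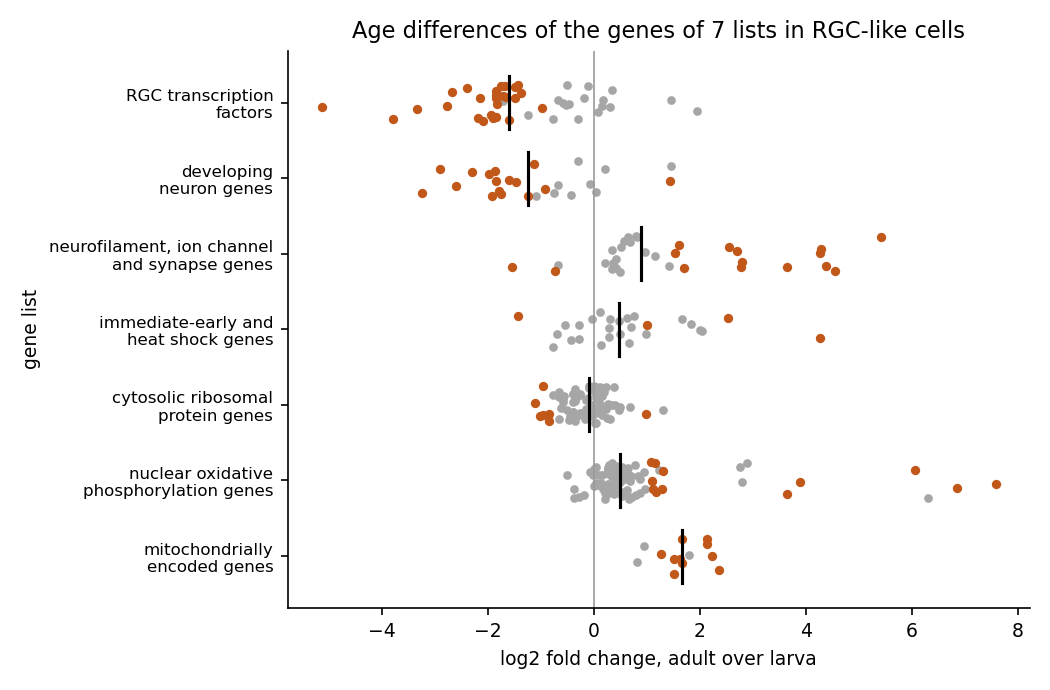
Log2 fold change, adult over larva, of each tested gene of the 7 lists, with genes called at an adjusted p under 0.05 in colour and the median of each list as a black bar. The medians run from -1.59 for the RGC transcription factors to 1.66 for the mitochondrially encoded genes; the ribosomal median of -0.09 changes sign between settings.

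Within the lists, the named factors besides EOMESA were all lower in the adult: TBX20 (log2 -3.80), ONECUT1 (-3.33), FOXP1B (-2.77), FOXP1A (-2.68) and IRX4A (-2.39). Of the developing neuron genes, ALCAMB (-3.24), TMSB (-2.90), ISLR2 (-2.60), MARCKSL1A (-2.31), PTMAB (-1.98) and GAP43 (-1.93) were lower, and ISLR2 and GAP43 also served to name RGC clusters. Under the first naming rule FOXP1B, ALCAMB and TMSB changed sign. Higher in the adult were the neurofilament genes NEFLA (4.38), NEFLB (4.29) and NEFMA (4.27) and the sodium channel subunits SCN4BB (5.41), SCN4BA (4.56) and SCN1BB (3.65). SCN4BB was 5.13 times higher in adult immune-like cells than in adult RGC-like cells. The edgeR adjusted p of these genes ranged from 3.74e-05 for NEFMA to 0.00762 for SCN1BB.

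Of the stress genes, HSPB1 (4.26), FOSL1A (2.53) and JUND (1.00) were higher and NR4A1 (-1.43) was lower. HSPB1 and FOSL1A were 6.48 and 12.2 times higher in Müller glia-like cells than in adult RGC-like cells, and NR4A1 was 3.07 times higher in adult immune-like than in larval RGC-like cells. FOSL1A was not called in 8 alternatives. The oxidative phosphorylation genes COX8B, COX4I1L (6.05) and COX4I1 (1.303) were higher. COX7A1 had 0 larval and 112 adult UMIs and was 9.25-fold higher when set against 3 counts in the larval group. The lower limit of its counting interval was 7.40-fold. It was 17.6 times higher again in adult immune-like cells. COX4I2 (3.88) was 24.3 times higher in larval photoreceptor-like cells, and COX7A2 (3.64) 19.6 times higher in adult immune-like cells. Of the mitochondrially encoded genes, MT-ND6 (2.36), MT-ND1 (2.23), MT-ND3 (2.13), MT-ND4L (2.13), MT-CO1 (1.66) and MT-ND4 (1.66) were higher. The ribosomal protein genes RPL32 (-1.12), RPL36 (-1.02), RPL19 (-0.96), RPS2 (-0.96) and RPL37 (-0.85) were lower and RPL14 (0.98) higher. Progenitor-like cells had 5.96 times the adult RGC-like level of RPL14 and 3.28, 3.11 and 3.15 times the larval level of RPL19, RPS2 and RPL37. RPL37 was not called, or reversed, in 15 alternatives, and RPL19, RPS2 and RPL37 reversed under the first naming rule. The edgeR adjusted p of the genes named here ranged from 0.000104 for COX4I1L to 0.0456 for RPL37.

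The differences between adult experiments give the size of the batch effect against which age is set. edgeR's F test over the 15 adult libraries called 8311 of 12789 genes (65.0%) at an adjusted p under 0.05, and DESeq2's likelihood ratio test 7890. After thinning each cell to the same depth 5494 genes were called among 10503 tested. The libraries of 1 experiment share a suspension, so this test compares these 5 preparations. Of the genes called for age, 2047 were also called here. Over the genes tested for age, the median range between adult experiments was 0.74 on the log2 scale and the median size of the age difference 0.77. The larval experiment lay outside the range of the other 5 experiments for 62.5% of genes, and single adult experiments did so for 13.3 to 37.6%, where chance gives 33.3%.

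The number of clusters asks whether adults have more RGC types than larvae. With all RGC-like cells at full depth there were 40 larval and 37 adult clusters. At matched cell number and depth, with 8677 cells of 1000 UMIs per age, the larva gave 32.1 clusters on average over 10 draws (31 to 34) and the adult 21.7 (20 to 24). The difference, adult minus larva, was -10.4 with an SD over draws of 1.84, and the larva had more in 10 of 10 draws. The draws overlap and measure sampling of cells, not fish. The direction was the same in all 10 draws of all 6 matched alternatives, and the difference was smallest, -4.9, with 3175 cells of 1 larval library and 1 adult experiment. Adult cells came from 15 libraries and larval ones from 3, with genes centred per library in both.

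**Figure D4:**
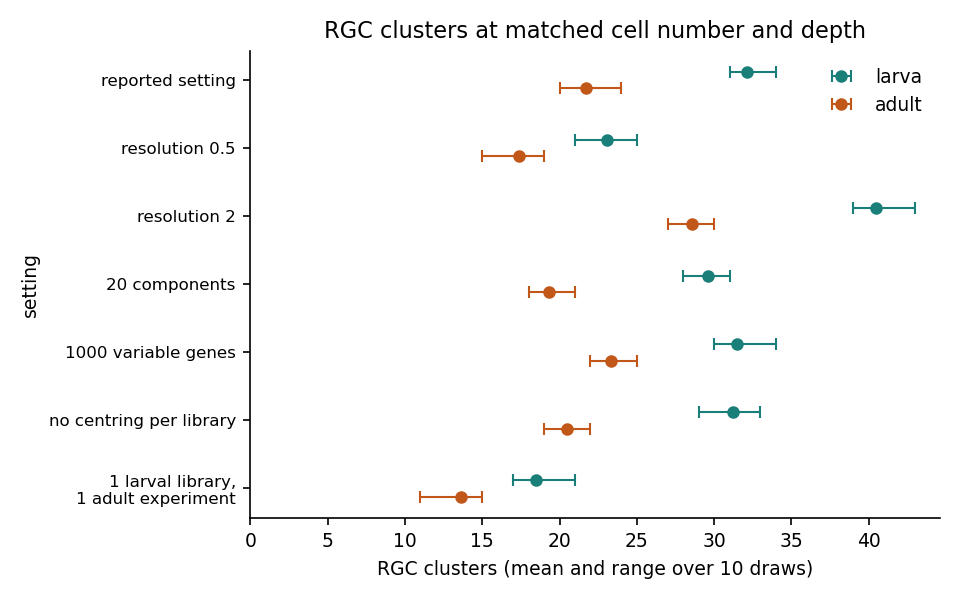
Number of RGC clusters in larva and adult at matched cell number and depth, as the mean (points) and range (bars) over 10 draws, for the reported setting and 6 others. The larval mean lies above the adult mean in each setting, at 32.1 against 21.7 in the reported one.

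The correspondence asks how larval RGC clusters relate to adult ones. Trees trained on the 37 adult clusters recovered 74.5 to 83.6% of cells of an adult experiment left out of the training, where the largest cluster held 12.8 to 19.1% of those cells. The clusters themselves had been found on all adult cells. Applied to the 40 larval clusters, they gave an adjusted Rand index of 0.180, with 0.164, 0.189 and 0.187 in the 3 larval libraries and -0.000900 to 0.00132 in 100 shuffles. It rose to 0.315 when each larval cell was assigned by the nearest centroid, the alternative that moved it most. Each larval cluster was matched to the adult cluster that took most of its cells, and 22 of 40 larval clusters, with 55.48% of larval cells, were also the best match of that adult cluster in the reverse direction. In 18 of 40 over 50% of the cells went to 1 adult cluster. Adult cluster 35, with 213 cells, took 17.2% of the larval cells. Leaving it out of the training raised the index to 0.251.

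The share of cells with a UMI of each listed transcription factor was compared between the ages in cells thinned to 1000 UMIs. Factors of the list mark RGC types, but POU4F1, POU4F2, POU4F3 and ISL2B also served to name the RGC class. SOX4A, SOX11A, SOX11B and ATOH7 are also on the list of developing neuron genes. A lower share therefore need not mean fewer cells of an RGC type. Across 47 factors, which are not independent replicates, the adult and larval shares had a Pearson r of 0.930 and a Spearman rho of 0.918. The share was lower in the adult for 37 factors and higher for 10. For 29 factors all 5 adult experiments lay below all 3 larval libraries, and for 3 above. EOMESA had a UMI in 9.71% of larval and 0.724% ± 0.234 (SD, n = 5) of adult RGC-like cells, and ONECUT1 in 7.20% and 0.895% ± 0.249. IRX4A had 24.2% and 6.99% ± 1.58, FOXP1B 11.4% and 2.46% ± 0.592, and TBX20 1.07% and 0.0828% ± 0.0629. FOXP1A was seen in 1.07% of larval cells and in 0.179% ± 0.0661 of adult ones, below its share in adult photoreceptor-like cells. Photoreceptor-like cells had 0.725% and 0.116% for EOMESA, 0.725% and 0% for ONECUT1, 1.45% and 0.579% for IRX4A, 1.45% and 0.232% for FOXP1B, 0% and 0% for TBX20, and 0% and 0.695% for FOXP1A, larva first. These came from 138 larval and 863 adult thinned cells. The photoreceptor-like class had a median depth before thinning of 2382 and 2389 UMIs, larva first. The larval share was above this background for 46 of 47 factors and the adult share for 42. In 138 larval cells the smallest share above 0 is 0.725%, so a larval background of 0% says little for rarer factors. TBR1A, for example, had 0.0277% in larval RGC-like cells and counted as above it. Adult photoreceptor-like cells exceeded adult RGC-like ones for SOX4A (29.9 against 7.55%), MEIS1B (15.9 against 4.87%) and LMO4A (10.7 against 1.64%), so this class does not give a clean background in the adult. It also depended on the setting, with 940 adult cells here, 213 with doublets kept, 190 with at most 15% mitochondrial UMIs and 75 with at least 800 genes. Counting only cells with at least 2 UMIs of a factor gave an r of 0.907, and single adult experiments gave 0.867 to 0.933.

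**Figure D5:**
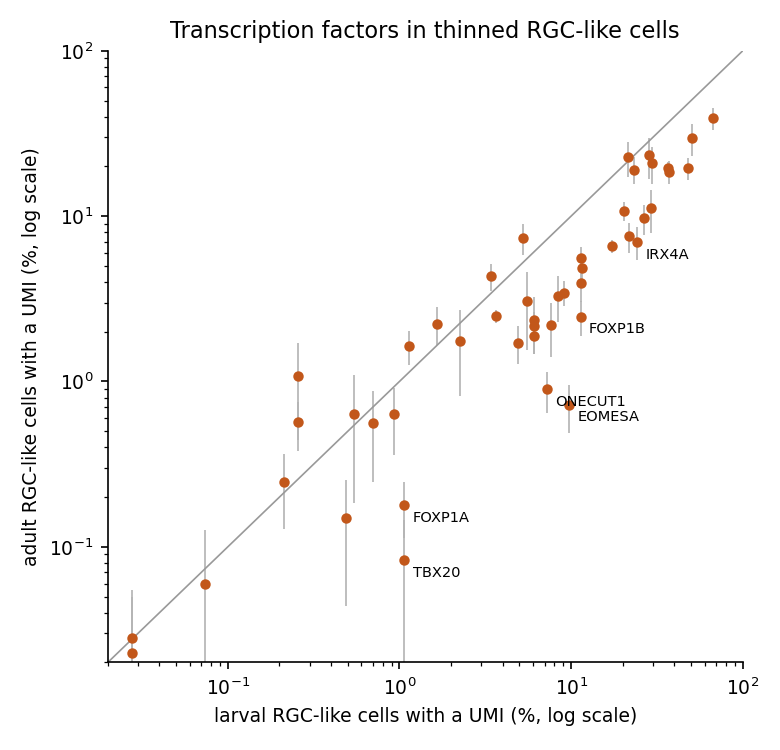
Share of RGC-like cells thinned to 1000 UMIs with at least 1 UMI of each of 47 transcription factors, larva against adult, on log axes, with the SD over 5 adult experiments (bars, running off the axis where the SD exceeds the mean) and the line of equal shares. Of the 47 points, 37 lie below the line.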

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

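The tests of the class folds and of MAFAA, and the use of all factors in place of the named ones, were chosen only after the result was seen. In groups of 5 adult experiments, the gap of the highest or lowest experiment to its nearest neighbour was set against the range of the group. The groups were the CPM of the 50 named genes, the shares of cells with a UMI of the 47 factors, the shares of the 8 classes and the medians of UMIs and of the mitochondrial share. Of 107 such groups 2 passed the limit of 0.71, where chance passes about 5 in 100, so their number is no more than chance gives, although both are in adult experiment 3. The first is the share of microglia or other immune-like cells in adult experiment 3, at 0.449% of cells kept against 0.0400 to 0.148% in the other 4 experiments, a gap of 0.735 of the range. A lower share of RGC-like cells in that experiment would raise every other class alike. The folds of experiment 3 over the mean of the other experiments ran from 1.27 for photoreceptor-like to 6.56 for progenitor-like cells, 5.15 times apart, with 6.23 for immune-like and 3.13 for Müller glia-like cells. The photoreceptor-like fold depended on the setting and was 3.38 with doublets kept. Over 4 other clustering settings the highest and lowest folds were still at least 3.24 times apart. This argues against a lower share of RGC-like cells as the whole cause. A difference in the tissue or in the sort of that experiment stays open, and no biological explanation was tested.

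The second is the share of RGC-like cells with a UMI of MAFAA in adult experiment 3, at 5.75% against 1.98 to 2.61% in the other 4 experiments, a gap of 0.832 of the range. RGC-like cells of experiment 3 had 105 CPM of MAFAA. The highest level of another named class, over all adult experiments, was 47.6 CPM in immune-like cells, which argues against cells or RNA of another class. All 4 libraries of experiment 3 (81.6 to 130 CPM) lay above the other 11 (22.8 to 47.0 CPM), which argues against a cause in 1 pair of its libraries. Other shares of RGC clusters, the fish and the preparation of that experiment stay open, and no biological explanation was tested.

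On CPM without TMM normalization, 2 named genes also passed that limit: RPL32 in adult experiment 1 (1409 against 1559 to 1592, gap 0.821) and MT-CO1 in adult experiment 2 (11788 against 7274 to 8112, gap 0.814). On the TMM-adjusted values reported here neither passed it.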

How the results depend on the processing

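The alternatives on naming rules, mixed clusters, mitochondrial share, clusters led by a marker of another class, adult experiment 3 as 2 preparations, the most matched adult cluster and the protocadherin genes were chosen after seeing the data. The cause of the shifts below was not tested unless stated.

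Of 26 alternatives for the number of genes called for age (3643), 24 lay within 1.5 times. Counting libraries as independent gave 7884, and the first naming rule 2393, of which 1818 were among the 3643 and 1809 of these had the same direction. Leaving out 1 adult experiment or larval library gave 2651 (without adult experiment 5) to 4587 (without adult experiment 4). No TMM shifted the median log2 fold change of all genes by 0.15. Counts after DESeq2's size factors in edgeR (3572), at most 15% mitochondrial UMIs (3532), mixed clusters counted (3665), marker-led clusters left out (3276) and experiment 3 as 2 preparations (3657) stayed closer.

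The share of RGC-like cells reversed under the first naming rule, with an adult minus larval difference of 43.6 points. It was lower in the adult in the other 15 alternatives. The difference was -1.42 points when a cell's own UMIs of RBPMS2A or RBPMS2B decided and -5.64 with mixed clusters counted as RGC-like. It was -16.9 to -11.0 when 1 experiment or library was left out. The number of lists past the test was 5, fell to 2 with an estimated correlation, and was 5 to 6 with 1 adult experiment left out. The sixth was the immediate-early and heat shock list without adult experiment 3 (camera adjusted p 0.00257). The ribosomal list changed direction over libraries (adjusted p 0.917, range over alternatives 0.203 to 0.917).

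Of 1287 values of the 50 named genes over alternatives, 1233 kept their direction and call, 48 lost the call and 6 reversed. Besides reversals, 7 calls were lost with all cells kept, 6 under the first naming rule and 5 with clusters counted equally. Another 4 were lost with limma-voom on libraries with the experiment as a random block. RPL36 lost its call in 3 alternatives, COX4I1 and RPL32 in 2 each, and RDH10A, COX7A1, MARCKSL1A and MT-ND4L in 1 each. All 6 reversals came from the first naming rule: log2 0.49 for FOXP1B, 2.00 for ALCAMB, 0.045 for TMSB, 0.38 for RPL19, 0.29 for RPS2 and 0.41 for RPL37. Leaving out 1 adult experiment lost the call of RPL19, RPS2 and RPL37 (adjusted p 0.0515, 0.0536 and 0.0885 without experiment 1), of FOSL1A, JUND, RPL14, RPS2 and RPL37 (0.0755, 0.0516, 0.0633, 0.0548 and 0.0677 without experiment 2), of RPL14 and RPL37 (0.0513 and 0.0636 without experiment 3) and of FOSL1A, RPL14 and RPL37 (0.0572, 0.0636 and 0.0607 without experiment 5). Without larval library a FOSL1A (0.0507), and without library b or c RPL37 (0.0575 and 0.0529), lost theirs.

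The difference in cluster number was -5.7 at resolution 0.5, -8.2 with 1000 variable genes, -4.9 with 1 larval library and 1 adult experiment, and -3 with all cells unmatched, and it was negative throughout. The adjusted Rand index of 0.180 became 0.229 at resolution 0.5, 0.232 without centring, 0.251 without the most matched adult cluster, 0.313 with training on larval clusters, 0.315 with nearest centroids and 0.157 to 0.215 with 1 adult experiment left out of the training. The Pearson r of factor shares was 0.919 to 0.936 with 1 experiment or library left out. The genes called between adult experiments numbered 5494 after thinning, which also lowered the genes tested to 10503. They numbered 10076 of 14603 tested with all cells kept, 9977 with experiment 3 as 2 preparations, and 5856 to 8117 with 1 experiment left out.

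No paired analysis was possible because the larval columns carry no replicate number and each age comes from its own fish. A filter at 200 detected genes was not run, since every barcode has at least 450. With 5 experiments against 1 the simulated test called 21.0% of changed genes, so genes not called are not shown to be equal. With 15 libraries against 3 it called 73.0%, but simulated libraries were drawn independently, while real ones share suspensions. Only 200 genes were changed in the simulation, and the real test called 3643, so these shares need not hold for the real data. Rare factors with shares near the photoreceptor-like background are at the limit of 1000 UMIs per cell.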

Other observations

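The tests by other splits of the samples, thinning, equal clusters and the range over adult experiments for called genes were planned. The camera test of the immediate-early and heat shock list, the nearest centroid and leaving out 1 adult experiment were planned as analyses, but their use as tests of an explanation, and all other tests in this part, were chosen only after the result was seen. Of 100 splits of the 18 libraries into 15 and 3, only the real 1 gave as many genes as 7884 (largest other 2595), but the 3 larval libraries are splits of 1 suspension while other splits mix suspensions, so this cannot exclude chance. Of the 6 ways to set 1 experiment against 5, only the real 1 gave 3643 genes and the others gave 0, and 6 splits cannot exclude chance either.

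The genes called for age were set against technical explanations. Thinning RGC-like cells to 1000 UMIs left 3183 called genes, of which 2964 were among the 3643. Before thinning, 6.96% of larval and 14.6% of adult RGC-like cells already had fewer than 1000 UMIs. These cells were left out of the thinned sums. Thinning keeps the expected composition of every other cell, so most calls would remain whatever the part of depth. The result therefore cannot decide on depth. Counting clusters equally gave 2957 called genes, of which 2820 were among the 3643. Of the 3612 of those 3643 genes that were tested here, 3611 had the same direction, called or not. Only 28 of the 37 adult clusters had enough cells for this, and larval cells were placed by the predictions with an adjusted Rand index of 0.180. Without placing any larval cell, the larval level lay outside the range over the 37 adult clusters for 51.2% of called genes, a level that no mix of these clusters gives. This argues against a different mix of these clusters as the whole cause. A mix stays open for the other genes, as do RGC types that only the larva has. The age difference exceeded the range over the adult experiments for 99.3% of called genes, which decides nothing because a test against the same spread had chosen them. Over all genes the larva lay outside the range of the other experiments for 62.5%, where chance gives 33.3%. Single adult experiments did so for 13.3 to 37.6%. Each experiment was set against all others, larva included, so a high larval share lowers the adult ones. The shares show the larva as the experiment most often at an extreme. They rest on ranks and do not measure size, so differences of the size seen between adult experiments stay open. Of 1347 abundant called genes 0 lacked UMIs at the other age, which argues against genes absent from the annotation of 1 table. Other differences in annotation or in the counting of reads, which leave some UMIs, were not tested. Age, digestion time and the single larval dissociation cannot be told apart, since 1 larval experiment holds all 3.

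HSPH1 and HSPB1 were higher in the adult, whose retinas were digested for 45 minutes in place of 30. The immediate-early and heat shock list leaned higher, with 19 of 27 genes, and did not pass as a set (camera adjusted p 0.197, range over alternatives 0.00257 to 0.834), except without adult experiment 3. NR4A1 was lower. Longer digestion and age cannot be told apart here, because each age has its own digestion time.

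The mitochondrially encoded share of UMIs was higher in adult RGC-like cells. In each adult experiment 91.6 to 97.8% of these cells lay above the larval median, which argues against a minority of damaged cells. Damage to most cells, and age, stay open.

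Of the 1429 genes higher in the adult, 236 (16.5%) were at least 3 times higher in adult Müller glia-like than in RGC-like cells. In RGC-like cells their median log2 ratio between experiment 3, with the most Müller glia-like cells (6.19%), and experiment 4, with the fewest (0.103%), was 0.29, against -0.05 for the other genes. RNA of Müller glia in droplets may account for part of their level. Their median log2 ratio to the larva was 1.19 in experiment 4 and 1.44 in experiment 3, but having chosen genes called higher in the adult brings part of this about. To rise from the larval level in experiment 4, they would need a median of 5.78% of the Müller glia-like level. The 9 Müller glia markers with at least 100 CPM in Müller glia-like cells reached a median of 1.11% there and at most 3.58%, with 0.144% for APOEB, which argues against such RNA as the whole cause. Of the 236 genes 147 would need more than 3.58%. The first limit of this test was the highest of all 10 markers, 11.2% for the scarce RLBP1B (14.5 CPM), and it was changed to the abundant markers after that left the matter open.

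Adult cluster 35, of 213 cells and led by clustered protocadherin genes, was predicted for 17.2% of larval cells (9.65 to 19.9% with 1 adult experiment left out of the training) and was the best match of 7 larval clusters. Leaving these genes out took the genes used by the trees from 675 to 673 and gave a share of 17.9%. This argues against them as genes that the trees relied on. The adult clusters were not found anew, so the part of these genes in forming the cluster was not tested. Larval cells so predicted had a median of 1892 UMIs against 1795 in others, which argues against low depth of these larval cells only. The adult cluster itself had the lowest median of the 37 adult clusters, 1235 UMIs (next 1307), and what this does to the training was not tested. By the nearest centroid 0.497% of larval cells were assigned to it, so a candidate explanation for its share is the use of decision trees. The nearest centroid in turn assigned 16.8% of larval cells to adult cluster 12, so a concentration on 1 cluster did not vanish. No biological explanation was tested.

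Within adult experiment 3, libraries 7 and 8 had RGC-like shares of 57.1 and 55.9%, below 76.3 and 77.1% in libraries 5 and 6. This grouping was noticed in the data and is not a group of the study. Among cells with at least 2000 UMIs the smallest difference was 12.7 points, which argues against depth, and 17.2 points with mixed clusters counted, which argues against mixed clusters. The RGC-like cells of the 2 pairs lay 0.370 to 0.399 apart (root mean square log2 distance over 1557 genes). The 15 other pairs of libraries from 1 experiment lay 0.0666 to 0.188 apart, and the 86 pairs from different experiments 0.311 to 0.542. Without genes higher in another class the lowest distance was 0.371, which argues against cells of other classes. A separate preparation under 1 experiment number is a candidate explanation, and no biological explanation was tested.

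Adult RGC cluster 12, led by TUBB5, TMSB and ALCAMB, held 1168 cells, 2.88% ± 0.903 (SD, n = 5) of RGC-like cells per experiment. Over 1005 genes lower in the adult, its own leading genes left out, it had the highest mean log2 ratio to the other adult cells of all 37 clusters in 5 of 5 experiments (0.43 to 0.60, next 0.02 to 0.22). The wording of this test named the median at first and was changed to the mean, the value computed, after the result was seen. By the median the cluster ranked first in 5 of 5 as well. Over 336 genes higher in the adult it was the lowest cluster in only 3 of 5 experiments. In experiments 2 and 4 it ranked 2 from the bottom, at -0.97 and -0.77 against -1.37 and -3.40 for the lowest. Progenitor markers reached a median of 3.22% of their level in progenitor-like cells, which argues against doublets with these. The cluster matched larval cluster 7 in both directions. Its share of larval cells depended on the method, with 4.01% by the trees and 16.8% by the nearest centroid. A larva-like state of some adult RGCs is a hypothesis found and tested on the same data.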
